# Effect of dietary restriction and subsequent re-alimentation on the transcriptional profile of bovine jejunal epithelium

**DOI:** 10.1371/journal.pone.0194445

**Published:** 2018-03-19

**Authors:** Kate Keogh, Sinead M. Waters, Paul Cormican, Alan K. Kelly, David A. Kenny

## Abstract

Compensatory growth (CG), an accelerated growth phenomenon which occurs following a period of dietary restriction is utilised worldwide in animal production systems as a management practise to lower feed costs. The objective of this study was to evaluate the contribution of jejunal epithelial to CG in cattle through transcriptional profiling following a period of dietary restriction as well as subsequent re-alimentation induced CG. Sixty Holstein Friesian bulls were separated into two groups; RES and ADLIB, with 30 animals in each. RES animals were offered a restricted diet for 125 days (Period 1) followed by *ad libitum* feeding for 55 days (Period 2). ADLIB animals had *ad libitum* access to feed across both periods 1 and 2. At the end of each period, 15 animals from each treatment group were slaughtered, jejunal epithelium collected and RNAseq analysis performed. Animals that were previously diet restricted underwent CG, gaining 1.8 times the rate of their non-restricted counterparts. Twenty-four genes were differentially expressed in RES compared to ADLIB animals at the end of Period 1, with only one gene, *GSTA1*, differentially expressed between the two groups at the end of Period 2. When analysed within treatment (RES, Period 2 v Period 1), 31 genes were differentially expressed between diet restricted and animals undergoing CG. Dietary restriction and subsequent re-alimentation were associated with altered expression of genes involved in digestion and metabolism as well as those involved in cellular division and growth. Compensatory growth was also associated with greater expression of genes involved in cellular protection and detoxification in jejunal epithelium. This study highlights some of the molecular mechanisms regulating the response to dietary restriction and subsequent re-alimentation induced CG in cattle; however the gene expression results suggest that most of the CG in jejunal epithelium had occurred by day 55 of re-alimentation.

## Introduction

In the wild, animals encounter periods of nutrient abundance as well as times of nutrient deficiency. In order to cope with fluctuations in nutrient availability, many animals have evolved the capacity to display accelerated tissue growth and deposition during times of elevated nutrient abundance [1]. Termed compensatory growth (CG), this naturally occurring phenomenon enables animals to undergo enhanced growth and efficiency upon re-alimentation following a prior dietary restriction [2]. The occurrence of CG has been incorporated into many livestock production systems, particularly for cattle as a method to reduce feed input costs [2]. However, although this naturally occurring phenomenon is utilised worldwide [3–6], there is a dearth of knowledge in relation to the molecular control regulating the expression of the trait in cattle. Previous molecular based analyses of this trait, by our own group in muscle, liver and ruminal papillae tissues have indicated alterations in the expression of genes involved in processes including metabolism, cellular division and growth and cellular organisation during CG [7–9]. However further investigations into the molecular expression of this trait in other metabolically important tissues is warranted, as a greater understanding of the control of CG at the molecular level would lead to better exploitation and possible incorporation of this economically important trait into genomic selection breeding programs for beef cattle.

Organs including components of the gastrointestinal tract have repeatedly been shown to display accelerated growth upon re-alimentation following a prior dietary restriction [3–6].

Indeed, metabolic organs including the gastrointestinal tract and liver typically display the initial greatest growth rates and can compensate before other tissues or organs in the body [10] which may be regarded as a direct response to increased metabolic activity as a consequence of increased dietary intake [6]. Moreover, a number of studies have noted physical alterations to intestinal epithelium following dietary restriction and subsequent re-alimentation induced CG in rodents [11–12]; fish [13] and reptiles [14] as well as in livestock species such as goats [15] and pigs [16]. In these studies small intestinal atrophy and structural changes, including the disappearance of villi and a reduction in the size and number of crypts, was evident in response to both moderate and severe dietary restriction. However, during subsequent re-alimentation and associated CG, an increase in intestinal surface area and restoration of intestinal epithelium was apparent. Moreover, the small intestine which plays a central role in starch utilisation and nutrient absorption has been shown to adapt to altering planes of nutrition in cattle through modifying tissue form and function [17]. Therefore, the objective of this study was to examine the transcriptional profile of the jejunum, which is of primary importance as a site of digestion and also in the absorption of nutrients through the intestinal wall, in response to a period of dietary restriction and also a period of re-alimentation induced CG. During CG our attention was focused on the first 55 days of re-alimentation in order to capture the maximal accelerated growth of re-alimentation [2]. Additionally, during CG animals are typically more feed efficient, thus a secondary objective was to evaluate the contribution of jejunal epithelial to the improved feed efficiency apparent during CG.

## Materials and methods

The University College Dublin Animal Research Ethics Committee approved all procedure using animals and the current study was licensed by the Irish Department of Health and Children in accordance with the European Community Directive 86/609/EC.

### Animal management

This experiment was performed as a component of a larger research programme aimed at describing the effect of dietary restriction and subsequent re-alimentation on overall body physiology [6, 18]. Details of the management of animals used are outlined in full in Keogh et al. [6, 18] and are only briefly described here. Sixty Holstein Friesian bulls (mean (SEM) age: 479 (15) days; bodyweight 370 (35) kg) were separated into two groups; RES and ADLIB, with 30 animals in each. RES animals were offered a restricted diet for 125 days (Period 1) followed by *ad libitum* access to feed for 55 days (Period 2). ADLIB animals had *ad libitum* access to feed across both periods 1 and 2. All animals received the same diet consisting of 70:30 concentrate:forage (grass silage) throughout the entire trial, but with a differing proportion based on treatment group. The concentrate ration consisted of rolled barley (72.5%), soyabean meal (22.5%), molasses (3%) and mineral supplement (2%). Additionally all animals were individually fed, with the proportion of feed offered based on individual bodyweight and animals were weighed regularly throughout the trial. On average, RES animals consumed 57% less feed than the ADLIB group during Period 1. During the dietary restriction phase (Period 1) RES animals were managed to grow at 0.6 kg/day. At the end of each period 15 animals from each group, RES and ADLIB were slaughtered.

### Tissue sampling

All animals were humanely slaughtered in an EU licensed abattoir (Euro Farm Foods Ltd, Cooksgrove, Duleek, Co. Meath, Ireland) through captive bolt stunning followed by exsanguination and all tissue samples were harvested post slaughter. Jejunal tissue (10 cm) was harvested approximately 30 cm distal to the duodenal-jejunal juncture. Samples were collected and placed in Dulbecco phosphate buffered saline (DPBS) to remove any digesta. Jejunum sections were initially washed in DPBS and subsequently cut along the longitudinal axis to allow the tissue to be laid flat. Following opening of the tissue, jejunum epithelium samples were washed for a second time in DPBS to ensure that no digesta remained on the tissue. Epithelial tissue was then scraped from the underlying connective and muscular tissue using a glass microscope slide. The tissue was then placed in a collection tube snap frozen in liquid nitrogen and subsequently stored at -80°C.

### RNA isolation, sequencing and bioinformatics analysis

RNA isolation, cDNA library preparation and sequencing as well as bioinformatic analysis have been outlined previously [8, 9] and are only briefly described here. Total RNA was isolated from approximately 30 mg of frozen jejunal epithelium using an RNeasy Mini Kit (Qiagen, UK), according to the manufacturer’s instructions. The quantity of RNA and RNA integrity were determined using a Nanodrop spectrophotometer ND-1000 (Nanodrop Technologies, Wilmington, DE, USA) and the RNA 6000 Nano Lab Chip kit (Agilent Technologies Ireland Ltd., Dublin, Ireland), respectively. Only high quality RNA samples (RNA integrity numbers >8) were selected for subsequent RNA sequencing (10 samples from each treatment group at each slaughter time-point). cDNA libraries were prepared from 3 μg of high quality total RNA using the Illumina TruSeq RNA sample prep kit following the manufacturer’s instructions (Illumina, San Diego, CA, USA). In total, 40 individual RNAseq libraries were multiplexed according to their respective sample specific adapters and 100 base-pair single end sequencing was performed across 4 flowcell lanes on an Illumina HiSeq 2000 sequencer.

Raw sequence reads were first checked for quality using FASTQC software (version 0.10.0) and were then trimmed of low quality reads using Trim Galore. Trimmed reads were then aligned to the bovine reference genome (UMD3.1) using TopHat (v2.0.9) and HTSeq (v0.5.4p5) (http://pypi.python.org/pypi/HTSeq) was used to calculate the number of sequence reads aligned to all protein-coding genes from the ENSEMBL v74 annotation of the bovine genome. EdgeR (v3.4.1), was then used to identify statistically significant (P<0.05) differentially expressed genes (DEGs), through a generalised linear model likelihood ratio test. The following treatment comparisons were tested for DEGs: (i) RES *v*. ADLIB at the end of Period 1; (ii) RES *v*. ADLIB at the end of Period 2; (iii) RES Period 2 *v*. RES Period 1; and (iv) ADLIB Period 2 v. ADLIB Period 1. Statistically significant (P<0.05) DEGs with a Benjamini-Hochberg false discovery rate of < 0.1% were deemed to be significant. Pathway and functional analyses of DEGs were then undertaken using Ingenuity Pathway Analysis (IPA; v. 8.8, Ingenuity Systems, Mountain View, CA; http://www.ingenuity.com).

## Results

### Animal performance

The effect of dietary regimen on body-weight gain, feed intake and animal performance are outlined in detail by Keogh et al. [6]. Briefly, following 125 days of differential feeding at the end of Period 1, RES animals were 161 kg lighter than ADLIB animals (RES: 442 v ADLIB: 603 kg, respectively). A period of 55 days of *ad libitum* feeding for both groups in Period 2, resulted in a reduction in the body weight difference between treatment groups (84 kg difference; 594 and 678 kg for RES and ADLIB, respectively). Overall, animals undergoing re-alimentation induced CG compensated for 48% of their previous under-performance in only 55 days of re-alimentation. During Period 1 body-weight gain for RES animals was 0.6 kg/day, whilst ADLIB animals gained 1.9 kg/day during the same time. Following a period of re-alimentation in Period 2, RES animals gained 2.5 kg/day with ADLIB animals growing at 1.4 kg/day. RES animals had a lower overall dietary intake during Period 1; however, during Period 2 there was no difference in intake between treatment groups. As a consequence, feed efficiency index, feed conversion ratio was enhanced in RES during re-alimentation in Period 2 (4.87) compared to RES Period 1 and ADLIB animals across both periods (Period 1: RES: 9.5; ADLIB: 6.71; Period 2: ADLIB: 9.98).

### mRNA read alignment and differential gene expression

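RNA from scraped jejunal epithelium of 40 Holstein Friesian bulls was sequenced, with 10 RES and 10 ADLIB libraries from the end of Period 1, after 125 days of differential feeding, and 10 from each group at the end of Period 2, after 55 days in which both groups were offered feed ad libitum. RES animals were fed a restricted diet in Period 1 and ADLIB animals were not. Each library came from a different animal. Part of the description deposited with the data gives other numbers of animals and mentions muscle, and the sample labels were followed here. The authors deposited 1 normalised expression value per gene and library, in CPM, scaled by edgeR's TMM method within the 20 libraries of each period. Every value in each library was a whole multiple of what 1 read is worth there, for 100.0% of values, so the numbers of reads behind them were recovered. Between 4431390 and 8295900 reads per library fell on the listed genes. The median was 6492922 reads for ADLIB Period 1, 6857280 for RES Period 1, 7169756 for ADLIB Period 2 and 6983764 for RES Period 2. The scaling factors implied by the values ranged from 0.5874 to 1.1488 over the 40 libraries.

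As the deposited values are normalised, limma on log2(CPM + 1) was chosen as the main test of each comparison. A gene was called differentially expressed at a Benjamini-Hochberg false discovery rate under 0.001, the threshold stated in the methods. edgeR's likelihood ratio test, which the paper used, could also be applied to the recovered reads and was run beside limma. The files identify genes by Ensembl identifier and do not pair them with names, so no gene of the files is given a name here. No 2 libraries held identical values.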

Approximately 83% of RNAseq reads aligned to the bovine genome, and approximately 70% of those that were aligned, were mapped to protein coding genes. 

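The files of the 20 libraries from the end of Period 1 listed 13685 genes and those of the 20 libraries from the end of Period 2 listed 13605 genes. The periods shared 13509 genes, and 13781 genes were listed in at least 1 period. In each period every listed gene was above 1 CPM in at least 10 of the 20 libraries, computed from the recovered reads without TMM scaling, and genes under that level were not in the files. A stricter rule, at least 1 CPM in every library, kept 11754 genes in Period 1 and 11084 in Period 2.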

At the end of Period 1, 13,685 genes were expressed with 13,605 genes expressed at the end of Period 2. Following a period of dietary restriction, at the end of Period 1, 24 genes were identified as differentially expressed in RES compared to ADLIB animals. However, following 55 days of subsequent re-alimentation only one gene, *GSTA1* (*P* < 0.001; fold change: 6.94) was differentially expressed between treatment groups. 

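Between RES and ADLIB animals in Period 1, at its end, 0 of 13685 genes had a false discovery rate under 0.001 with limma on log2(CPM + 1), with 10 animals in each group, and 494 genes had an unadjusted p-value under 0.05. On the recovered reads, the likelihood ratio test also called 0 genes at that threshold, with 15 genes at a false discovery rate under 0.1, of which 7 were higher and 8 lower in RES animals. The alternative that moved the result most was edgeR's robust dispersions with a false discovery rate under 0.1, which called 34 genes, the threshold being added for that fit after seeing the data. With the replicate number in the labels as a block, limma again called 0 genes, and the likelihood ratio test called 9 at a false discovery rate under 0.1. The labels give both groups the same replicate numbers, but same-numbered animals did not deviate from their group means together, with a mean correlation of -0.105 against 0.018 for animals with different numbers, so the paired fit had no pairing to draw on.

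Of the 15 genes, ENSBTAG00000016881 fell the most, by a fold change of -26.17 (false discovery rate 0.018, edgeR likelihood ratio test). Its value was 10.8 ± 6.75 CPM in RES animals (SD, n = 10) and 284 ± 861 CPM in ADLIB animals (SD, n = 10). The ADLIB mean rested on replicate 10, at 2734 CPM, while the next highest ADLIB animal was at 19.7 CPM and the ADLIB median was 13.3 CPM. On the log2(CPM + 1) scale the change was -0.96 (standard error 0.77, limma adjusted p = 1.0), smaller than the spread between animals. Without that animal, the false discovery rate of the likelihood ratio test was 1.0.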

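At the end of Period 2, 0 of 13605 genes differed between RES and ADLIB animals at a false discovery rate under 0.001 with limma, and 280 genes had an unadjusted p-value under 0.05. On the recovered reads 0 genes passed that threshold in the likelihood ratio test, and 1 gene passed at a false discovery rate under 0.1. With the replicate block, limma called 0 genes and the likelihood ratio test called 0 genes at a false discovery rate under 0.1, and same-numbered animals did not deviate together (mean correlation -0.086, against 0.025 for different numbers). The 1 gene was ENSBTAG00000006546, with a false discovery rate of 0.081 in the edgeR likelihood ratio test, a linear fold change of 123.4 and a log2 fold change of 6.95. Its value was 238 ± 746 CPM in RES animals (SD, n = 10) and 1.91 ± 1.91 CPM in ADLIB animals (SD, n = 10). RES replicate 1 was at 2361 CPM, the next highest RES animal was at 7.87 CPM, and the RES median of 1.64 CPM lay near the ADLIB median of 1.32 CPM. On the log2(CPM + 1) scale the difference was 0.94 (standard error 0.96, limma adjusted p = 0.99), within the spread between animals. Leaving out RES replicate 1 gave a false discovery rate of 1.0 in the likelihood ratio test. With each of the 20 animals left out in turn, the test called from 0 to 2 genes under 0.1, and 0 in 10 of the 20 fits, those without RES replicate 1 and without each of ADLIB replicates 1 to 9. The same test with all 40 libraries in one model, a planned fit, called 1 gene under 0.001. The alternative that moved the count most was edgeR's older dispersions with prior degrees of freedom of 20, added after seeing the data. It called 36 genes under 0.1 with a dispersion trend and 33 without, all higher in RES animals. RES Period 2 replicate 1 was over 4 fold above the median of the other libraries of its period in 650 genes. The fit was not run without that animal, so how far the list rests on it is not known.

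**Figure D1:**
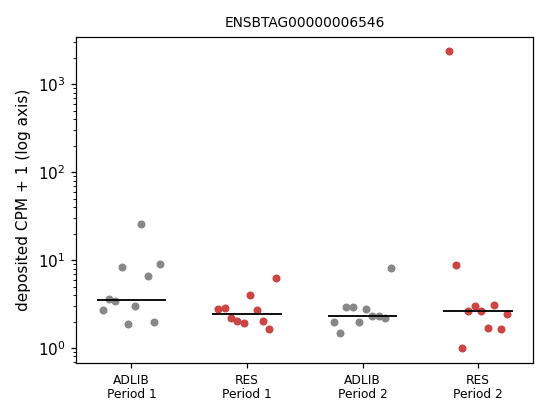
Deposited CPM + 1 of ENSBTAG00000006546 on a log axis, 1 point per animal, 10 animals in each of the 4 groups, with a line at each group's median. One RES animal at the end of Period 2 sits at 2361 CPM, and no other animal is above 24.8 CPM.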

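Between RES Period 2 and RES Period 1, with 10 animals in each group, 0 genes had a false discovery rate under 0.001 with limma on log2(CPM + 1), 2 genes were under 0.05 and 6 under 0.1, and 762 genes had an unadjusted p-value under 0.05. The likelihood ratio test on the recovered reads called 3 genes at a false discovery rate under 0.001, 18 under 0.05 and 24 under 0.1, of which 15 were higher and 9 lower in Period 2. In this comparison same-numbered animals deviated from their group means together to a small extent, with a mean correlation of 0.158 against -0.007 for different numbers, although different animals carry the same number in each period. With the replicate number from the labels as a block, limma called 0 genes under 0.001 and 3 under 0.1, and the likelihood ratio test called 7 (1 higher and 6 lower in Period 2) and 72 (14 higher and 58 lower). Robust dispersions at 0.1 gave 18 higher and 33 lower genes, so which direction was the more frequent depends on the fit. The count of 72 was the largest count of any likelihood ratio test setting. With 3 principal components as covariates, limma called 78 under 0.1. The replicate block and robust dispersions were planned, while the threshold of 0.1 for them and the principal components were added after seeing the data.

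The rise with the smallest limma p-value was ENSBTAG00000031814, at 7.01 ± 4.75 CPM in RES Period 1 and 34.5 ± 16.1 CPM in RES Period 2 (SD, n = 10 each). Its log2 change was 2.27 (standard error 0.37, limma adjusted p = 0.042), and 0.20 was the adjusted p-value with the replicate block. The same gene was lower in RES than in ADLIB animals when Period 1 ended, by -1.69 on the log2 scale (standard error 0.35, limma adjusted p = 0.23). Its false discovery rate there was 0.34 in edgeR's quasi-likelihood test and 0.019 in the likelihood ratio test, at or under 0.08 with each animal left out in turn. With the replicate block, limma called 0 genes under 0.1 there. The gene was chosen for its rise from the same RES Period 1 libraries, so this comparison is not independent of that choice. Whether its change over time differed between the diets was also tested (limma adjusted p = 0.72, false discovery rate 0.23 in the likelihood ratio test). The difference was 1.97 on the log2 scale (standard error 0.51), with a change of 0.30 (standard error 0.32) in ADLIB animals. This test, too, is not independent of the choice of gene. The fall with the smallest limma p-value was ENSBTAG00000021588, at 2.29 ± 0.847 CPM in RES Period 1 and 0.659 ± 0.598 CPM in RES Period 2 (SD, n = 10 each), a log2 change of -1.03 (standard error 0.20, limma adjusted p = 0.097). The level of the latter gene is low, and CPM + 1 understates its change. With each animal left out in turn, the false discovery rate in the likelihood ratio test stayed at or under 0.0012 for the first gene and 0.016 for the second.

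**Figure D2:**
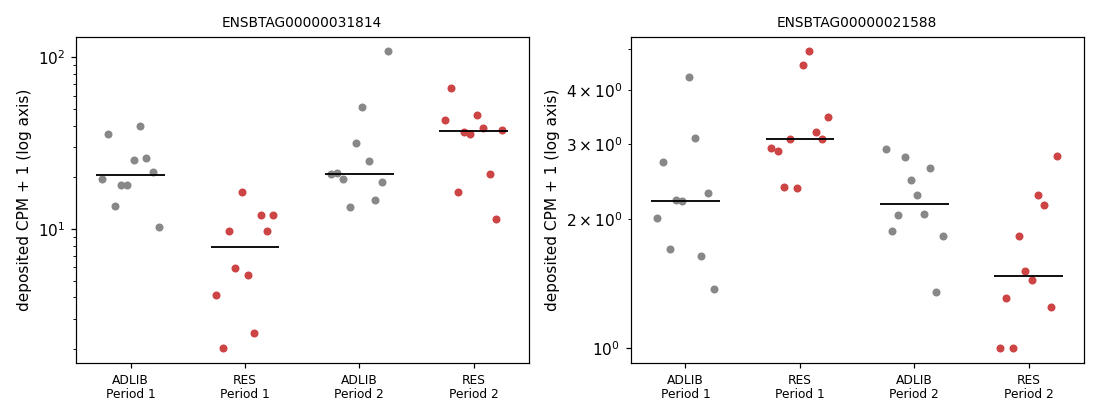
Deposited CPM + 1 of ENSBTAG00000031814 (left) and ENSBTAG00000021588 (right) on log axes, 1 point per animal, 10 animals per group, with a line at each group's median. For the first gene the RES median moves from 6.83 CPM in Period 1 to 36.2 CPM in Period 2, and for the second from 2.08 to 0.475 CPM.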

When the data were analysed within treatment (RES, Period 2 v Period 1), 31 genes were observed to be differentially expressed in animals undergoing CG compared to their contemporaries during earlier dietary restriction. Only one gene was identified as differentially expressed within the ADLIB group between Period 1 and 2; *ANPEP* was down-regulated in ADLIB Period 2 compared to ADLIB Period 1 (*P* < 0.001; fold change: 4.14). 

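Within ADLIB animals, 0 genes differed between Period 2 and Period 1 at a false discovery rate under 0.001 with limma, with 10 animals in each group, and 692 genes had an unadjusted p-value under 0.05. The likelihood ratio test on the recovered reads called 0 genes at false discovery rates under 0.001, 0.05 and 0.1. Leaving out each of the 20 animals in turn gave between 0 and 41 genes under 0.1, the most without ADLIB Period 2 replicate 9. With the replicate block, limma called 0 genes and the likelihood ratio test called 5 at a false discovery rate under 0.1. The mean correlation of deviations was -0.016 for same-numbered animals and 0.006 for different numbers. ENSBTAG00000016881, the gene with the largest fall in RES animals at the end of Period 1, had a log2 fold change of -4.14 in this comparison (linear fold change -17.62, false discovery rate 0.24, edgeR likelihood ratio test). Its ADLIB median was 13.3 CPM in Period 1 and 14.0 CPM in Period 2, and its log2(CPM + 1) change was -0.31 (standard error 0.76, limma adjusted p = 0.93), since the Period 1 mean rested on replicate 10.

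**Figure D3:**
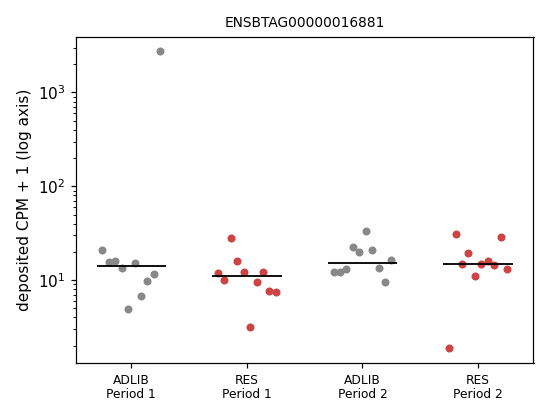
Deposited CPM + 1 of ENSBTAG00000016881 on a log axis, 1 point per animal, 10 animals in each of the 4 groups, with a line at each group's median. One ADLIB animal at the end of Period 1 sits at 2734 CPM, and no other animal is above 32.0 CPM.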

RNAseq data from the current study are available on NCBI’s Gene Expression Omnibus [19] through GEO Series accession number GSE94004.

### Pathway analysis

Of the 24 DEGs at the end of Period 1, 18 genes were successfully mapped to a molecular or biological pathway and/or category in the IPA database. 

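Across the 15 genes that the likelihood ratio test on the recovered reads called for RES against ADLIB in Period 1, at a false discovery rate under 0.1, linear fold changes ran from -26.17 to 2.35, with a median size of 2.35. Leaving out each of the 20 animals in turn gave between 11 and 24 such genes, and 9 of the 15 were called in every one of those fits. The files do not pair identifiers with gene names, so the genes of Table 1 were not looked up one by one.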

Fold changes of genes identified as differentially expressed at the end of Period 1, between RES and ADLIB animals are presented in Table 1. When analysed within the RES treatment (Period 2 v Period 1), of the 31 genes differentially expressed 30 genes were successfully mapped to a molecular or biological pathway and/or category in the IPA database. Differentially expressed genes within the RES treatment group are outlined in Table 2. 

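For RES Period 2 against RES Period 1, the 24 genes that the likelihood ratio test on the recovered reads called at a false discovery rate under 0.1 had linear fold changes from -3.23 to 126.83, with a median size of 2.84. The largest was that of ENSBTAG00000006546, which rested on RES Period 2 replicate 1. Leaving out each of the 20 animals in turn gave between 16 and 44 genes, and 13 of the 24 were called in every one of those fits. The genes of Table 2 were not looked up one by one, for want of a pairing of identifiers with names.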

DEGs for each comparison were analysed and assigned to particular biological functions within IPA. Within the RES treatment, when gene lists for Period 2 were compared with Period 1, genes involved in processes including amino acid, lipid and carbohydrate metabolism, as well as cellular growth and proliferation and cellular survival were all found to be differentially expressed (*P* < 0.05). Biological categories identified within IPA at the end of Period 1 between RES and ADLIB treatments are presented in Fig 1, with biological categories identified at the end of Period 2 relative to the end of Period 1 in RES animals presented in Fig 2. Specific genes pertaining to each biological category for Figs 1 and 2 are outlined in S1 Table and S2 Table respectively.

**Fig 1:**
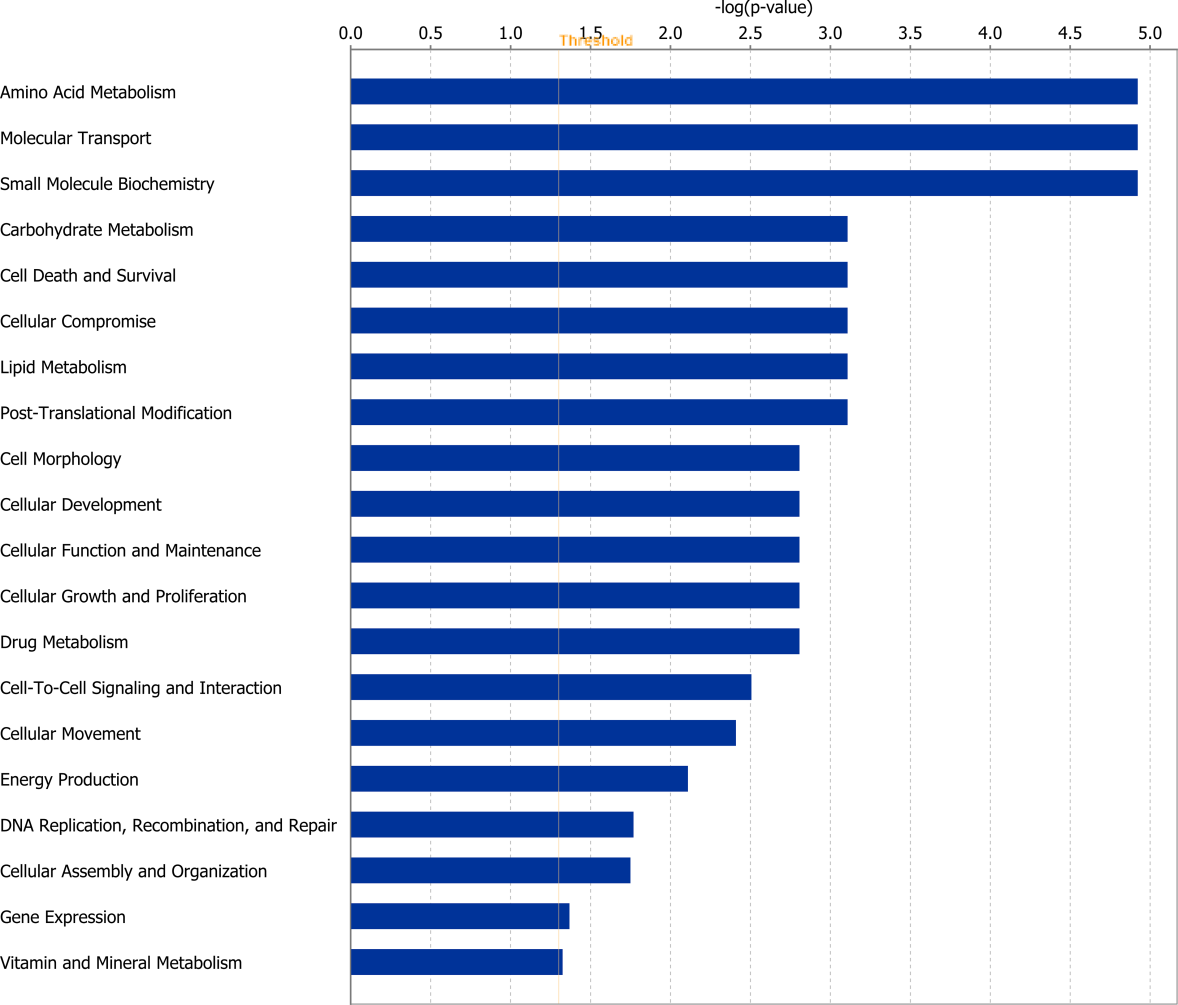
Differentially expressed genes as a consequence of dietary restriction (RES v ADLIB at the end of Period 1) classified according to molecular and cellular function. The bars indicate the likelihood [-log (*P* value)] that the specific function was affected by dietary restriction compared with others represented in the list of differentially expressed genes.

**Fig 2:**
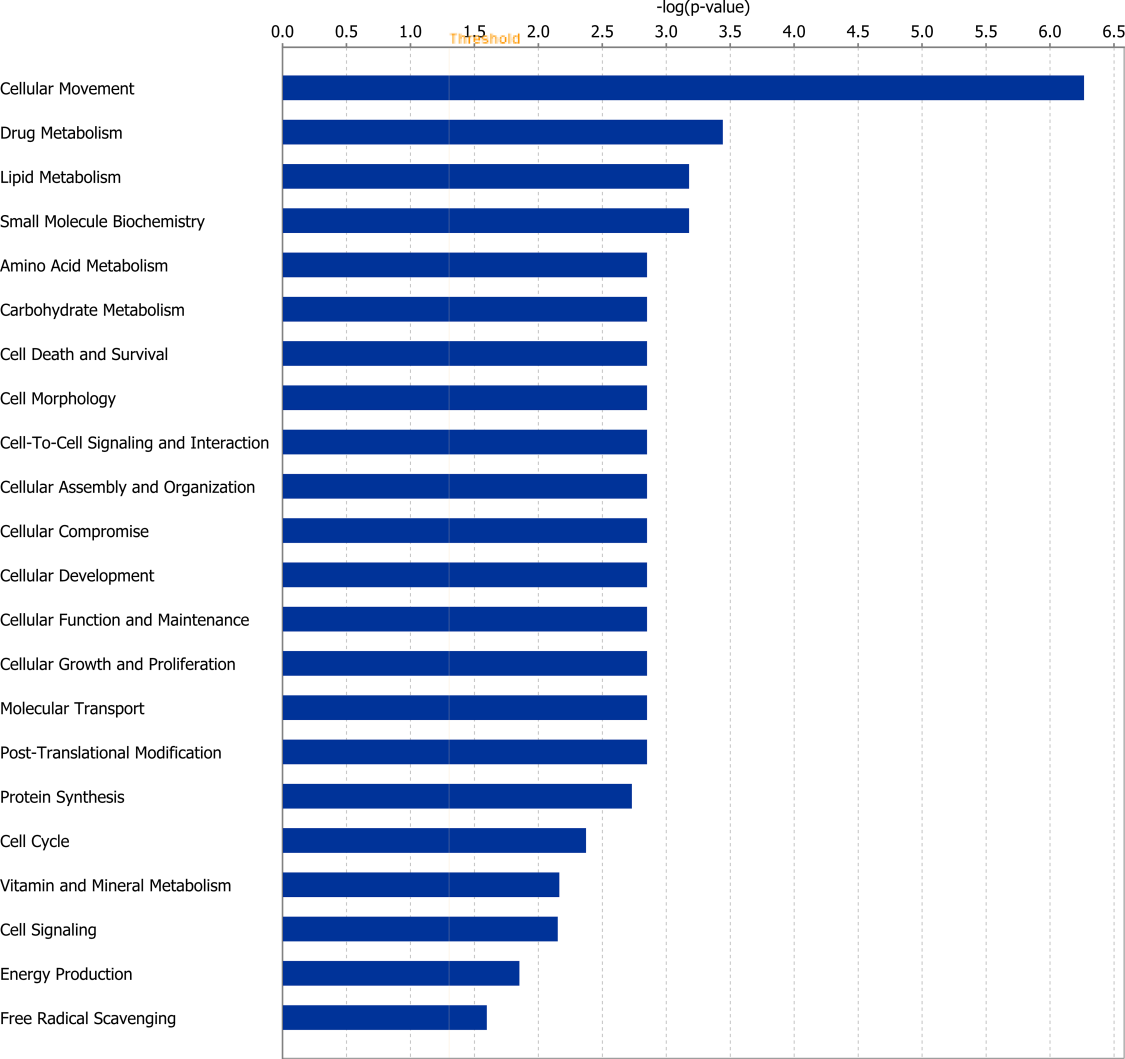
Differentially expressed genes as a consequence of compensatory growth (RES Period 1 v RES Period 2) classified according to molecular and cellular function. The bars indicate the likelihood [-log (*P* value)] that the specific function was affected by dietary restriction compared with others represented in the list of differentially expressed genes.

**Table 1:** Genes differentially expressed in jejunal epithelial following a period of dietary restriction at the end of Period 1.

Gene ID	Gene name	Fold change^1^
*ANPEP*	Alanyl (membrane) aminopeptidase	-26.2
*ANXA10*	Annexin A10	-4.4
*AP3B2*	Adaptor-related protein complex 3, beta 2 subunit	-8.7
*ASIC3*	Acid sensing (proton gated) ion channel 3	-11.3
*ASNS*	Asparagine synthetase (glutamine-hydrolyzing)	2.3
*CARS*	Cysteinyl-tRNA synthetase	1.6
*CTSW*	Cathepsin W	1.9
*DAPL1*	Death associated protein-like 1	-6.7
*ELL3*	Elongation factor RNA polymerase II-like 3	-3.9
*INSIG1*	Insulin induced gene 1	-1.9
*OLFML3*	Olfactomedin-like 3	2.0
*PAPSS2*	3'-phosphoadenosine 5'-phosphosulfate synthase 2	-3.5
*PGA3*	Pepsinogen-3	-2.8
*S100A2*	S100 calcium binding protein A2	-2.8
*SDS*	Serine dehydratase	-3.1
*SLC1A5*	Solute carrier family 1 (neutral amino acid transporter), member 5	2.0
*SLC7A5*	Solute carrier family 7 (amino acid transporter light chain, L system), member 5	2.1
*WNT2*	Wingless-type MMTV integration site family member 2	2.2

^1^ Fold changes are up or down in restricted fed animals compared to *ad libitum* fed control animals

**Table 2:** Genes differentially expressed in jejunal epithelial following a period of re-alimentation induced compensatory growth (Period 2) relative to following a period of dietary restriction (Period 1).

Gene ID	Gene name	Fold change^1^
*ADIRF*	Adipogenesis regulatory factor	-3.2
*ANXA10*	Annexin A10	3.9
*ASNS*	Asparagine synthetase (glutamine-hydrolyzing)	-2.4
*CMA1*	Chymase 1, mast cell	-3.1
*DAPL1*	Death associated protein-like 1	6.6
*DDAH1*	Dimethylarginine dimethylaminohydrolase 1	2.3
*DNAH2*	Dynein, axonemal, heavy chain 2	2.6
*EFR3B*	EFR3 homolog B (S. cerevisiae)	2.3
*GCNT3*	Glucosaminyl (N-acetyl) transferase 3, mucin type	8.9
*GSTA1*	Glutathione S-transferase alpha 1	16.7
*HERPUD1*	Homocysteine-inducible, endoplasmic reticulum stress-inducible, ubiquitin-like domain member 1	-1.7
*IL17RB*	Interleukin 17 receptor B	-1.9
*INSIG1*	Insulin induced gene 1	2.4
*IRG1*	Immunoresponsive 1 homolog (mouse)	3.0
*LRRC17*	Leucine rich repeat containing 17	-2.9
*LTC4S*	Leukotriene C4 synthase	-2.3
*LTF*	Lactotransferrin	2.9
*MAP1LC3C*	Microtubule-associated protein 1 light chain 3 gamma	-2.9
*PFKFB3*	6-phosphofructo-2-kinase/fructose-2,6-biphosphatase 3	2.2
*PGA3*	Pepsinogen-3	4.9
*PLP1*	Proteolipid protein 1	-2.8
*PRLR*	Prolactin receptor	2.1
*PSAT1*	Phosphoserine aminotransferase 1	-2.6
*S100A2*	S100 calcium binding protein A2	5.1
*SCG2*	Secretogranin II	-3.2
*SDS*	Serine dehydratase	4.8
*SDSL*	Serine dehydratase-like	3.1
*SLAMF7*	SLAM family member 7	-1.9
*TFF2*	Trefoil factor 2	18
*TNFRSF11B*	Tumor necrosis factor receptor superfamily, member 11b	2.1

^1^Fold changes are within the RES treatment group in compensating animals compared with restricted fed animals.

## Discussion

The accelerated growth phenomenon that is CG is widely known to occur in ruminant species and indeed is utilised in many production settings in order to reduce feed costs [2, 4, 5, 20]. The gastrointestinal tract has previously been shown to be one of the most responsive organs to both dietary restriction and subsequent CG [3–6], thus our attention was focused on examining the transcriptional profile of the jejunum, which is of primary importance as a site of digestion and also in the absorption of nutrients through the intestinal wall. The objective of the current study was to evaluate the transcriptional response of jejunal epithelial to the expression of CG. This was achieved through an examination of DEGs in jejunal epithelial following a period of dietary restriction and also a period of subsequent re-alimentation compared to that of animals that were fed continuously. Additionally, in order to further assess the effect of CG on the jejunal transcriptome, sequencing data were analysed within treatment group. 

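The difference between the change over time in RES and that in ADLIB animals was tested directly, as the interaction of treatment and period over all 40 animals. With limma on log2(CPM + 1), 0 genes passed a false discovery rate under 0.001, 0.05 or 0.1, and 877 genes had an unadjusted p-value under 0.05. The likelihood ratio test on the recovered reads called 1 gene under 0.001, 8 under 0.05 and 19 under 0.1. The 1 gene was ENSBTAG00000006546, whose value was high in a single RES animal of Period 2. With the replicate block the likelihood ratio test called 0 genes under 0.001 and 1 under 0.1. For the separate comparisons over time, the likelihood ratio test called 24 genes in RES and 0 in ADLIB animals at a false discovery rate under 0.1, and limma called 6 and 0. The count of 0 in ADLIB animals varied with the fit. With each ADLIB animal left out in turn it ran from 0 to 41, against 16 to 44 with each RES animal left out, and was 0 in 14 of the 20 fits. DESeq2 called 29 genes in RES and 12 in ADLIB animals at the same threshold, and robust dispersions 51 and 9. Besides leaving out animals, all 27 settings run at 0.1 gave more genes in RES than in ADLIB animals. From the larger number of DEGs over time in RES than in ADLIB animals, the paper proposes that the RES comparison reflects compensatory growth and not normal growth.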

When analysed within treatment across time, the larger difference in DEGs between RES and ADLIB groups (RES: 31 DEGs, ADLIB: 1 DEG) suggests that the RES treatment group over time analysis is reflective of CG and not of normal growth as described in the ADLIB DEG profile.

### Digestion and metabolism

We observed DEGs coding for proteins involved in digestion and metabolism following a period of dietary restriction as well as during CG. As the jejunum comprises a key component of the gastrointestinal tract with important roles in digestion and absorption of nutrients, alterations in the expression of such genes was not entirely unexpected. Indeed previous investigations into the effect of dietary restriction and subsequent re-alimentation in another primary metabolic tissue, the liver, have also reported alterations in the expression of genes associated with protein, lipid and carbohydrate metabolism [8, 21]. At the end of Period 1 in the current jejunal epithelial study, two genes, *ANPEP* and *PGA3*, which are both involved in digestive processes were down-regulated in RES animals compared to ADLIB animals. In the small intestine the aminopeptidase, ANPEP, functions in the final digestion of peptides generated from hydrolysis of proteins by gastric and pancreatic proteases [22]. Similarly this gene was also down-regulated in hepatic tissue in the same animals used in the current study [8]. *PGA3* codes for the inactive precursor of pepsinogen, which is released by the gastric chief cells in the stomach and functions in the further degradation of food into peptides [23]. During the process of digestion, these enzymes, each of which is specialised in severing links between particular types of amino acids, collaborate to break down dietary proteins into their components, which can be readily absorbed by the intestinal lining [24]. Down-regulation of both of these digestive genes suggests a lower requirement for digestive processes in jejunal epithelial of RES animals during Period 1, which may be reflective of the lowered feed intake of these animals during that time [6].

As mentioned previously, dietary restriction and subsequent re-alimentation have been shown to cause differential expression of genes involved in metabolism [8, 21]. Indeed, alterations in the expression of metabolism genes were also evident in jejunal epithelium in the current study. Following a period of differential feeding, lower expression of *INSIG1* and *SDS* which encode proteins involved in regulating cholesterol biosynthesis and serine and glycine metabolism respectively [25, 26] was evident in RES compared to ADLIB animals. *INSIG1* expression was also reported to be down-regulated in skeletal muscle tissue of cattle undergoing a period of dietary restriction [7]. Lower systemic glucose and consequently insulin following dietary restriction is well described for cattle [18, 27–29]. Consequently, as insulin concentrations regulate *INSIG1* expression, down-regulation of this gene during dietary restriction may have been reflective of the lowered systemic glucose and insulin concentrations observed [18]. The effect of insulin concentrations on this gene in relation to dietary restriction and CG are further established through up-regulation of this gene in hepatic tissue during re-alimentation induced CG [8, 21]. The primary role of *SDS* is in the metabolism of serine and glycine, concomitant with the production of pyruvate [26]. *SDS* has previously been reported to be affected by dietary restriction and subsequent re-alimentation, with lower and greater expression of this gene evident in skeletal muscle following a period of dietary restriction and subsequent re-alimentation, respectively [7]. Again down-regulation of these genes may have reflected a lowered requirement for metabolic processes in this tissue in response to a restricted dietary regimen.

In addition to its functionality in digestive and metabolic processes the jejunum is also a primary site for the absorption of digested nutrients across the intestinal wall for uptake and further metabolism in the liver [30]. At the end of Period 1, up-regulation of two genes coding for solute-like carrier amino acid transporters, namely *SLC1A5* and *SLC7A5* was apparent. The jejunum has previously been identified as the major site of amino acid and peptide absorption within the small intestine [30, 31]. The greater expression of *SLC1A5* and *SLC7A5* observed in the current study may reflect an enhanced requirement for the uptake of amino acids and a greater utilisation of diet derived nutrients during dietary restriction.

In the current study a period of dietary restriction was associated with down-regulation of genes involved in metabolism and digestion. Conversely, however, during re-alimentation DEGs involved in metabolism and digestion were subsequently up-regulated. For example during re-alimentation genes involved in metabolism including *PGA3*, *PFKB3*, *SDS* and *SDSL* were up-regulated in animals undergoing CG relative to that observed during dietary restriction (RES Period 2 compared to RES Period 1). *PFKFB3* codes for an enzyme involved in glycolysis [32], whereas *SDS* and *SDSL* both encode genes involved in serine and glycine metabolism. Consistent with this, Connor et al. [21] and Keogh et al. [8] both observed greater expression of genes involved in metabolism during re-alimentation induced CG in hepatic tissue. Greater expression of metabolism genes during Period 2 occurred with a greater dietary intake in the animals undergoing re-alimentation induced CG [6] which may have reflected a greater requirement for metabolic processes concomitant with greater dietary intake in jejunal epithelial during this time. However, further studies are required to assess the metabolic state of the metabolic organs in response to both dietary restriction and CG.

### Cellular growth and differentiation

Intestinal villi have previously been shown to be responsive to plane of nutrition, with alterations in villi size apparent under conditions of nutrient restriction as well as in response to subsequent re-alimentation [16, 33]. Indeed, Sun et al. [15] observed that jejunal villus height and width were smaller in goats that had been fed a restricted diet for 48 days, compared to those that had not been restricted. Following a subsequent period of re-alimentation induced CG (63 days) there was no difference in jejunal villus height or width between treatment groups [15], further establishing the role of intestinal morphology in response to plane of nutrition. Similarly in the current study, although physical alterations in intestinal villi were not assessed, down-regulation of genes involved in cellular growth and differentiation was apparent following a period of dietary restriction. Effects of dietary restriction and subsequent re-alimentation on the expression of genes involved in cellular growth and differentiation have previously been reported in the literature, namely in hepatic tissue [8, 21] and also skeletal muscle tissue [34, 35]. In the current study with jejunal epithelial, *ANXA10*, which encodes a member of the annexin family which are involved in the regulation of cellular growth [36]; *DAPL1*, which is involved in the early stages of epithelial differentiation [37]; and *S100A2* which encodes a member of the S100 family of proteins which are involved in the regulation of both cell cycle progression and differentiation [38, 39] were all down-regulated at the end of Period 1 in RES animals compared to ADLIB animals. Down-regulation of these genes at the end of Period 1 suggests a reduction in cellular growth or division processes in jejunal epithelial following a period of differential feeding. Moreover, a SNP in the *ANXA10* gene has previously been shown to be associated with feed efficiency in Nellore cattle [40]. Additionally, in the current study, greater expression of *ASNS* was also apparent at the end of Period 1. This gene has previously been shown to be capable of blocking progression through the G1 phase of the cell cycle and inhibiting cellular proliferation [41]. Thus, greater expression of this gene implies an inhibition of cellular division following a period of dietary restriction in RES animals at the end of Period 1. Greater expression of *ASNS* was also apparent in mice following a period of protein restriction [42], as well as in the hepatic tissue of the same cattle used here during dietary restriction [8]. Moreover, differential expression of *ASNS* was also evident in skeletal muscle tissue in response to both dietary restriction and subsequent re-alimentation in the data of Keogh et al. [7]. Lower expression of the transcriptional elongation factor, *ELL3* was also evident in jejunal epithelia at the end of Period 1. Elongation factors function to increase the catalytic rate of RNA polymerase II transcription by suppressing transient pausing by the polymerase at multiple sites along the DNA strand [43]. These apparent alterations to growth and cellular division processes in jejunal epithelium may be due to alterations in the overall metabolic activity or workload within the gastrointestinal tract as a consequence of a lowered nutrient intake. Alternatively, such reductions in cellular growth and division may be due to a requirement to maintain cellular metabolic homeostasis rather than direct diet derived nutrient energy intake towards cellular growth and proliferation during a period of dietary restriction.

During re-alimentation, up-regulated growth processes in jejunal epithelium may have contributed to CG in these cells. This was apparent through the subsequent up-regulation of *S100A2* and *LTF*, which function in the regulation of cellular growth and differentiation [44] during re-alimentation. Greater expression of genes involved in cellular division and proliferative processes has also previously been identified as a contributory factor towards the expression of CG in cattle [8, 21]. Indeed, more specifically, greater expression of *S100A2* was also apparent in skeletal muscle tissue during re-alimentation induced CG [7]. Moreover, Levesque et al. [16] and Sun et al. [15] both reported an increase in jejunal villus height during re-alimentation induced CG in pigs and goats, respectively, further underpinning greater cellular growth and proliferation in intestinal tissue during CG. Indeed, Levesque et al. [16] postulated that the increase in villus height during re-alimentation may allow for an improvement in nutrient digestibility and ultimately may be contributing to the occurrence of CG through an improvement in digestive capability. Additionally, greater numbers of villi or increased villi height may lead to greater surface area which would increase absorptive capacity of the jejunum, ultimately contributing to greater utilisation of dietary intake and improved feed efficiency which is characteristic of CG.

### Immune function and cellular detoxification

Reports in the literature on calorie restriction in species including mice, rats and humans have described effects on the immune system, most notably an improved immune function following a period of dietary restriction [45–49]. Moderate dietary restriction can affect survival rates of laboratory animals by reducing cellular division and delaying the aging process, which can consequently affect the immune system [50]. Indeed, Pahlavani [50] reported a superior immunological status in rodents that had been offered a restricted diet compared to that of non-restricted rodents. This effect of diet restriction on the immune system may lead to a more active and prominent immune response for the organism which may be advantageous should there be any threat of pathogens or infections to the organism. Indeed in the current study, at the end of a period of dietary restriction, *CTSW*, which codes for a cysteine proteinase that functions in regulating T-cell cytolytic activity [51] was up-regulated in RES compared to ADLIB animals. However more prominent evidence for an effect of dietary restriction on the immune system was apparent through genes differentially expressed in animals undergoing re-alimentation induced CG relative to those at the end of a period of dietary restriction. In this comparison, differential expression of immune related genes included up-regulation of *IRG1* and down-regulation of *IL17RB*, *LTC4S*, *MAP1LC3C*, *SLAM7* and *CMA1* which was evident in cattle undergoing re-alimentation induced CG compared to those fed restrictedly at the end of Period 1 (RES Period 2 relative to RES Period 1). Immune genes identified as differentially expressed reflected different types of immune response including inflammation and autophagy. For example, *IRG1* codes for a protein involved in the inhibition of the inflammatory response, and acts as a negative regulator of the Toll-like receptor-mediated inflammatory response [52]. *IL17RB* codes for a cytokine receptor [53]. *LTC4S* codes for a mediator of inflammation [54]. *SLAMF7* belongs to a family of signalling lymphocytic activation molecule receptors which are cell specific receptors with critical roles in normal immune regulation [55]. *MAP1LC3C* codes for a protein that plays a role in antibacterial autophagy [56], and *CMA1* codes for a serine proteinase which is expressed in mast cells and functions in the degradation of the extracellular matrix [57]. Elsasser et al. [58] suggested that the immune system may be involved in nutrient partitioning with up-regulation of immune genes causing activation of tissue mobilisation during dietary restriction with the corollary resulting in more energy to be partitioned towards growth during periods of greater dietary consumption. Thus, down-regulation of immune-related genes during CG may be an inherent adaptation in response to re-alimentation in order to allow more energy to be partitioned towards growth, as suggested by Elsasser et al. [58]. Overall, these results suggest that dietary restriction in cattle can elicit a superior immunological status as previously described in other species which may prevent any potential pathological threats to the animal as well as potentially allowing for more dietary derived energy to be partitioned towards growth during re-alimentation.

At the end of Period 2, only one gene was differentially expressed between RES and ADLIB animals, namely *GSTA1*. This gene codes for a glutathione S-tranferase which is involved in cellular detoxification and was up-regulated in RES relative to ADLIB animals following a period of re-alimentation. Additionally, *TFF2* and *DDAH1* were also up-regulated in jejunal tissue of cattle undergoing CG (RES Period 2 relative to RES Period 1). *TFF2* codes for a protein involved in the protection of the intestinal mucosa [59] whilst *DDAH1* and *GSTA1* both function in cellular detoxification [60, 61]. Up-regulation of genes coding for functions such as detoxification and cellular protection suggests a greater requirement for detoxification during CG and greater feed intake. Greater expression of glutathione s-transferase genes has been reported previously during re-alimentation following a prior dietary restriction, in skeletal muscle tissue (*GSTK1*, [7]) and hepatic tissue (*GSTA1*, *GSTZ1*, *GSTM4*, [21]). A similar response was also reported in skeletal muscle where during early re-alimentation greater expression of genes coding for FoxO proteins was evident [62]. Up-regulation of genes involved in cellular protection and detoxification may be an acquired adaptive response to increased nutrient intake during re-alimentation. For example a sudden increase in nutrient intake may lead to an associated increase in the rate of oxidative metabolism, which may in turn result in the production of reactive oxygen species, potentially detrimental to cellular survival [63]. Thus, there is potential that up-regulation of genes associated with protective or detoxification roles may be necessary to preserve a homeostatic state within the jejunal epithelium during periods of greater feed intake. This has also been reported during instances of greater states of cellular nutrient abundance and associated stress *in vitro* in mammalian cells [64]. Overall, differential expression of genes involved in immunity and cellular detoxification suggest a greater immune response during dietary restriction and a subsequent requirement to maintain cellular homeostasis and survival during subsequent re-alimentation and CG.

## Conclusions

Following a period of dietary restriction, genes associated with metabolism and digestion were down-regulated in response to reduced dietary intake. However, subsequent to this when these cattle were undergoing re-alimentation and CG; genes associated with these processes were observed to be up-regulated. Indeed, greater nutrient intake during re-alimentation was also associated with increased expression of genes involved in cellular protection and detoxification. Reduced and then subsequently increased dietary intake and resultant gastrointestinal processing may have led to alterations in jejunal villi numbers or structure. We observed evidence for this in the current study through lower expression of genes involved in growth and cellular division following a period of dietary restriction with the opposite effect evident during re-alimentation. Indeed greater numbers of jejunal villi may result in an increase in the surface area for absorption and thus facilitate an increase in feed efficiency, which is typically observed in animals undergoing CG. Finally, results from this study suggest that a moderate dietary restriction and subsequent CG may affect the immune response, which may reflect an acquired adaptive response in order to cope with changes in nutrient abundance and associated tissue mobilisation and deposition. This study provides an insight into the contribution of the jejunum, a key segment of the digestive machinery of the gastrointestinal tract. However, given that only one gene was differentially expressed by day 55 of re-alimentation, we must conclude that differential gene expression in this tissue is unlikely to contribute long-term to the CG phenomenon in cattle.

## Supporting information

S1 Table Genes pertaining to biological categories identified from Fig 1 from differentially expressed genes between RES and ADLIB treatment groups at the end of Period 1. (XLS) Click here for additional data file.

S2 Table Genes pertaining to biological categories identified from Fig 2 from differentially expressed genes within RES animals between re-alimentation in Period 2 and dietary restriction in Period 1. (XLSX) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

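Jejunal epithelium was scraped from bulls at slaughter, and RNA was sequenced from 10 RES and 10 ADLIB bulls when Period 1 ended and from 10 of each when Period 2 ended. The methods state that reads were trimmed with Trim Galore, aligned to the bovine genome UMD3.1 with TopHat, counted on Ensembl protein-coding genes with HTSeq and tested with edgeR. The deposited values are CPM that the authors computed per gene and library after TMM scaling, separately for the 20 libraries of each period. Each value was divided by the value of 1 read in its library, and 100.0% came out as whole reads. The scaling factors implied by these reads had a geometric mean of 1.0 in each period, and every listed gene was above 1 CPM in at least 10 of 20 libraries. Recovered reads on listed genes ranged from 4431390 to 8295900 per library, with a median of 6923444.

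The design fixed before the data were examined assumed read counts and named edgeR's likelihood ratio test. As the files hold CPM, limma (version 3.58.1, in R 4.3.3) on log2(CPM + 1), with an intensity trend, was made the main test instead. Benjamini-Hochberg adjustment and a false discovery rate under 0.001 were used. Since the reads could be recovered, this was a choice and not a necessity. At that threshold the planned test called 3 genes in RES animals over time, 1 in the interaction and 0 in the other comparisons, where limma called 0 throughout. The likelihood ratio test, the quasi-likelihood test and limma-voom (edgeR 4.0.16) and DESeq2 (1.42.0) were run on the recovered reads as alternatives. Comparisons within a period used all genes listed for it, and comparisons between periods and the interaction used the shared genes above 1 CPM in at least 10 of the libraries compared. The limma and edgeR tests were tested on simulated reads with 200 changed genes. At a false discovery rate under 0.001, limma recovered 65% of them (90% of those changed by 4 fold and 40% of those changed by 2 fold) with 0 false calls, and the likelihood ratio test recovered 76.5% with 3 false calls. At a false discovery rate under 0.1 the likelihood ratio test made 36 false calls beside 179 true ones, so its false calls were more frequent than the nominal rate. This was 1 simulated set, with reads drawn independently for each gene and changes only in genes above a minimum mean read number. It held no variation shared between genes and no outlying libraries. The shares recovered therefore do not tell how many changed genes the tests would find in the real data.

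The count of genes in the first comparison was computed under 72 settings besides leaving out single animals, of which 48 were added after seeing the data. The rest include limma fits, although limma was adopted once the deposited values were seen to be CPM. Thresholds of 0.05 and 0.1 for the other count tests, other prior degrees of freedom and the choice between dispersion estimates with and without a trend were looked at while setting the numbers of genes beside the paper's. The plan had both thresholds as alternatives to 0.001 for the likelihood ratio test as such, so those 2 settings are not among the 48. For that reason no such setting was made the main result, and all are given in the closing section.

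The rule for naming genes, as first written, was to give the genes the paper names and the strongest others that have a symbol. The files give Ensembl identifiers and none of the tables used here pairs them with symbols, so the rule could not be applied. In its place 4 genes are given by identifier, chosen after seeing the data. They are the rise with the smallest p-value at the end of Period 2 and the largest fall among the called genes at the end of Period 1, both by the likelihood ratio test, and the rise and the fall with the smallest limma p-value in RES Period 2 against RES Period 1. The planned tests of gene sets, and the statements of the Discussion about single genes, were not analysed here for the same reason.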

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

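The tests in this part that concern single libraries, apart from the share of reads in the 10 largest genes, and splits of the animals were chosen after the results were seen. In groups of 10 animals, the gap between an extreme animal and its nearest neighbour was divided by the group's range and set against Dixon's 95% critical value for 10 samples, on log2(CPM + 1) for genes and on the values as they are for library measures. Of 36 groups tested for the 4 genes given by identifier and for 5 library measures, 12 were above it. For independent, normally distributed values 1.8 would be expected. The library measures come from the same libraries, and several of the 12 flag the same library, so they are not 12 separate outliers. The choice of scale matters for the genes, as 4 of their 16 groups were above it on the log2 scale and 7 on the CPM scale. The 4 genes were chosen partly for large changes, so their share of these is not an unbiased count.

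The value of ENSBTAG00000006546 in RES animals at the end of Period 2 had a ratio of 0.719, from replicate 1 at 2361 CPM against 7.87 CPM in the next animal. The same gene had a ratio of 0.605 in ADLIB Period 2, from replicate 10 at 7.18 CPM. For ENSBTAG00000016881 the ratio was 0.773 in ADLIB Period 1, from replicate 10 at 2734 CPM, and 0.635 in RES animals at the end of Period 2, where the lowest animal was at 0.89 CPM. On the CPM scale these 4 ratios were 0.997, 0.786, 0.994 and 0.319 in the order given, so the last was above the critical value on the log2 scale only. Without the library with the highest value, the false discovery rate of the first gene at the end of Period 2 was 1.0 in the likelihood ratio test, and that of the second gene at the end of Period 1 was also 1.0, so that a single library accounts for each call. Whether the high values come from the animals or from the libraries was not tested, and no biological explanation was tested.

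RES Period 2 replicate 1 stood apart in 3 library measures. It had 585 genes at 0 (ratio 0.937), a correlation of 0.8149 with the median of the other libraries of its period (ratio 0.603) and a scaling factor of 0.5874 (ratio 0.527). It was above the median by over 4 fold in 650 genes and below it by as much in 1258. Low total depth was weighed as a source and is not supported by its 5769232 reads, since RES Period 2 replicate 5 had 5163246. After scaling, though, 1 read was worth 0.295 CPM in replicate 1, the most of Period 2, and 0.169 CPM in replicate 5. Low depth after scaling was therefore not excluded for RES Period 2 replicate 1. Its 10 largest genes took 25.04% of its reads, against 11.14 to 19.1% in the other RES Period 2 libraries. A share of that size does not by itself account for the pattern, since RES Period 1 replicate 3, at 25.12%, had 18 genes at 0 and a correlation of 0.9501, and ADLIB Period 2 replicate 10, at 30.79%, had 42 genes at 0 and a correlation of 0.954. A mixed or differently scraped sample was not tested, as no pairing of identifiers with names of marker genes was used here. The pattern was therefore not told apart from that explanation.

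RES Period 1 replicate 6 had 87 genes at 0 (ratio 0.831) and a correlation of 0.8827 with the median of its period (ratio 0.687), with 4662197 reads. Low total depth does not by itself account for this, since ADLIB Period 1 replicate 6 had fewer reads, 4431390, with 9 genes at 0 and a correlation of 0.9749. After scaling, though, 1 read was worth 0.275 CPM in RES Period 1 replicate 6, the most of Period 1, and 0.219 CPM in ADLIB Period 1 replicate 6. Low depth after scaling was therefore not excluded. ADLIB Period 2 replicate 10 had 42 genes at 0 (ratio 0.756), 30.79% of its reads in its 10 largest genes (ratio 0.582) and a scaling factor of 0.722 (ratio 0.552). No other explanation was tested for the first of these 2 libraries, and none for the second.

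The change over time differed between RES and ADLIB animals in 19 genes at a false discovery rate under 0.1 in the likelihood ratio test of the interaction, but in 0 genes with limma at the same threshold, with 877 genes at an unadjusted p-value under 0.05. Among 100 splits that swapped the period labels of same-numbered animals within each diet, the real one included, 4 gave as many genes in the likelihood ratio test, and 17 gave as many at an unadjusted p-value under 0.05 with limma. With the replicate block the count at 0.1 was 1, and with the library-name digit it was 4, so the interaction count depends on both.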

How the results depend on the processing

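Counts of genes are given in the order RES against ADLIB at the end of Period 1, the same at the end of Period 2, RES Period 2 against RES Period 1, ADLIB Period 2 against ADLIB Period 1 and, where 5 counts are given, the interaction of treatment and period. With limma on log2(CPM + 1) at a false discovery rate under 0.001 all 5 counts were 0, with 494, 280, 762, 692 and 877 genes at an unadjusted p-value under 0.05. They stayed at 0 with pseudocounts of 0.1 and 0.5, RLE scaling, library totals only, the filters of edgeR's filterByExpr and of at least 1 CPM in every library, the replicate block, the library-name digit and, for the 4 comparisons, all 40 libraries in one model, and in each fit that left out 1 animal. The numbers of genes at an unadjusted p-value under 0.05 did move when 1 animal was left out. In the 4 comparisons, in the same order, they ran from 334 to 851, 126 to 625, 484 to 1028 and 459 to 1088. Where a count moved, the cause was not tested.

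At thresholds of 0.05 and 0.1 limma gave 0, 0, 2, 0 and 0, and 0, 0, 6, 0 and 0. The replicate block gave 0, 0, 0, 0 and 0 at 0.001, 0, 0, 0, 0 and 0 at 0.05, and 0, 0, 3, 0 and 0 at 0.1. The library-name digit as a covariate gave 0, 0, 0, 0 and 0 at 0.001, 0, 0, 0, 0 and 0 at 0.05, and 0, 0, 1, 0 and 0 at 0.1. All 40 libraries in one limma model gave 0, 0, 0 and 0 at 0.001, 1, 0, 3 and 0 at 0.05, and 2, 0, 8 and 0 at 0.1. Principal components of the 40 libraries as covariates were added after seeing the data, and 1, 2 and 3 components were tried. One component gave 0, 0, 0, 0 and 0 at 0.001, 0, 0, 4, 0 and 0 at 0.05, and 5, 0, 11, 0 and 0 at 0.1. Components 1 and 2 gave 0, 0, 0, 0 and 0 at 0.001, 2, 0, 22, 0 and 0 at 0.05, and 6, 0, 33, 0 and 0 at 0.1. Components 1 to 3 gave 2, 0, 0, 0 and 0 at 0.001, 3, 0, 38, 0 and 1 at 0.05, and 14, 0, 78, 4 and 1 at 0.1.

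For the tests on recovered reads, 0.05 and 0.1 were planned for the likelihood ratio test as such and were added after seeing the data for the other fits. edgeR's likelihood ratio test gave 0, 0, 3, 0 and 1 at 0.001, 12, 0, 18, 0 and 8 at 0.05, and 15, 1, 24, 0 and 19 at 0.1. The quasi-likelihood test gave 0, 0, 0, 0 and 0 at 0.001, 0, 0, 0, 0 and 0 at 0.05, and 0, 0, 4, 0 and 0 at 0.1. DESeq2 gave 2, 0, 3, 0 and 0 at 0.001, 11, 0, 23, 0 and 8 at 0.05, and 16, 0, 29, 12 and 12 at 0.1. limma-voom gave 0, 0, 0, 0 and 0 at 0.001, 0, 0, 0, 0 and 0 at 0.05, and 0, 0, 5, 0 and 0 at 0.1. The remaining fits all used the likelihood ratio test. The older dispersion estimates gave 2, 0, 6, 0 and 1 at 0.001, 14, 1, 19, 1 and 14 at 0.05, and 18, 1, 28, 2 and 28 at 0.1. Robust dispersions gave 3, 0, 11, 0 and 0 at 0.001, 23, 3, 34, 2 and 15 at 0.05, and 34, 3, 51, 9 and 20 at 0.1. RLE scaling gave 0, 0, 3, 0 and 1 at 0.001, 12, 0, 19, 0 and 8 at 0.05, and 15, 1, 24, 0 and 16 at 0.1. Library totals only gave 0, 0, 1, 0 and 1 at 0.001, 7, 0, 15, 0 and 7 at 0.05, and 11, 1, 20, 0 and 9 at 0.1. The filterByExpr filter gave 0, 0, 3, 0 and 1 at 0.001, 11, 0, 16, 0 and 8 at 0.05, and 13, 1, 21, 0 and 19 at 0.1. At least 1 CPM in every library gave 0, 0, 6, 0 and 0 at 0.001, 7, 0, 13, 0 and 4 at 0.05, and 10, 0, 21, 0 and 7 at 0.1. The replicate block gave 0, 0, 7, 0 and 0 at 0.001, 2, 0, 39, 5 and 1 at 0.05, and 9, 0, 72, 5 and 1 at 0.1. The library-name digit gave 2, 0, 5, 0 and 0 at 0.001, 11, 0, 13, 0 and 2 at 0.05, and 11, 0, 20, 0 and 4 at 0.1. All 40 libraries in one model gave 2, 1, 3 and 0 at 0.001, 4, 1, 19 and 1 at 0.05, and 10, 1, 40 and 2 at 0.1.

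Further variants of the older dispersions were looked at, after seeing the data, for the 4 comparisons at 0.1. Prior degrees of freedom of 5 gave 15, 1, 24 and 1 with a dispersion trend and 16, 1, 26 and 1 without. Prior degrees of freedom of 20 gave 30, 36, 39 and 22 with a trend and 30, 33, 53 and 24 without. The default of 10 without a trend gave 19, 1, 32 and 5. All 40 libraries in one model gave 11, 1, 34 and 7 with a trend and 12, 1, 33 and 7 without. Over the 20 settings on recovered reads at 0.1, the count ran from 0 to 34 at the end of Period 1, from 0 to 36 at the end of Period 2, from 4 to 72 in RES and from 0 to 24 in ADLIB animals over time.

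The numbers of expressed genes, 13685 and 13605, changed by less than 1.5 times under each rule tried. At least 1 CPM in every library kept 11754 and 11084, and at least 10 counts in every library kept 11098 and 10481. The planned removal of libraries under 0.5 of the median total was not run, as 0 libraries fell below it. A fit without a filter on low counts was not run, as the files hold only filtered genes, and the planned gene set tests were not run for want of gene names.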

Differences from the paper's values

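Each main value below comes from limma on log2(CPM + 1) at a false discovery rate under 0.001. At that threshold the likelihood ratio test as such called 3 genes in RES animals over time and 0 in the other comparisons below. At the end of Period 1, 0 genes differed between RES and ADLIB animals, against the paper's 24, with 494 genes at an unadjusted p-value under 0.05. The 24 alternatives counted as set before the data were examined include limma fits. Limma itself was adopted only once the deposited values were seen to be CPM. None of the 24 came within 1.5 times of the paper's number, and the likelihood ratio test, planned at 0.1, gave 15. Of the 48 settings added after seeing the values, 8 did and 0 equalled it. All 8 were tests on recovered reads. They were robust dispersions with 23 genes at a false discovery rate under 0.05 and 34 under 0.1, DESeq2 with 16 under 0.1, and the older dispersions at 0.1, with 18 genes by default, 19 without a trend, 16 with prior degrees of freedom of 5 and no trend, and 30 with prior degrees of freedom of 20, with or without a trend.

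At the end of Period 2, 0 genes differed, against the paper's 1, with 280 genes at an unadjusted p-value under 0.05. Of the alternatives set before the data were examined, the likelihood ratio test at 0.1, and the same test with all 40 libraries in one model at 0.001, gave 1 gene and the others did not. In 12 settings added after seeing the values the count was also 1. They were the model of all 40 libraries at 0.05 and 0.1, the older dispersions at 0.05, and at 0.1 the likelihood ratio test with RLE scaling, with library totals only and with filterByExpr, and the older dispersions by default, without a trend, with prior degrees of freedom of 5 with and without a trend, and with all 40 libraries with and without a trend.

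In RES Period 2 against RES Period 1, 0 genes differed, against the paper's 31, with 762 genes at an unadjusted p-value under 0.05. Of the 24 alternatives set before the data were examined, the likelihood ratio test at 0.1, with 24 genes, came within 1.5 times of it and the others did not. Of the settings added after seeing the values 18 did, and 0 settings of either kind equalled it. At 0.1 those added were the likelihood ratio test with RLE scaling with 24, filterByExpr with 21, at least 1 CPM in every library with 21, all 40 libraries with 40, DESeq2 with 29, limma with 2 principal components with 33, and the older dispersions with 28 by default, 32 without a trend, 24 and 26 with prior degrees of freedom of 5 with and without a trend, 39 with prior degrees of freedom of 20 and a trend, and 34 and 33 with all 40 libraries with and without a trend. At 0.05 they were robust dispersions with 34, the replicate block with 39, DESeq2 with 23, and limma with 2 and 3 principal components with 22 and 38.

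In ADLIB Period 2 against ADLIB Period 1, 0 genes differed, against the paper's 1, with 692 genes at an unadjusted p-value under 0.05. None of the alternatives set before the data were examined gave 1 gene. The settings that did, chosen after seeing the values, were the older dispersions at 0.05, all 40 libraries in one likelihood ratio model at 0.05, and the older dispersions with prior degrees of freedom of 5 at 0.1, with and without a trend.

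For the single gene called at the end of Period 2, the paper's fold change is 6.94. The 1 gene called here at a false discovery rate under 0.1, ENSBTAG00000006546, had a linear fold change of 123.4, and on the log2 scale it was 6.95. Whether this is the gene the paper names was not established, as the files do not pair identifiers with names. In RES animals over time ENSBTAG00000006546 had a linear fold change of 126.8 and a log2 fold change of 6.99. Table 2 lists neither value for the gene named at the end of Period 2. In ADLIB animals over time ENSBTAG00000016881 had a log2 fold change of -4.14, the size the paper gives for its single gene there. That gene is ANPEP, which Table 1 also lists. At the end of Period 1 ENSBTAG00000016881 had a linear fold change of -26.17, which rounds to the value listed for ANPEP. Both values point to ANPEP and rested on ADLIB Period 1 replicate 10, but the identifier was not looked up. For ENSBTAG00000031814 the likelihood ratio test gave linear fold changes of -3.106 at the end of Period 1 and 4.819 in RES animals over time. They round to the values listed for SDS in Tables 1 and 2. None of the alternatives set before the data were examined concerns the linear or log2 scale of a fold change.

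The fold changes listed in Tables 1 and 2 were also compared as sets, without pairing genes. A listed value was counted where a called gene had that fold change, rounded or truncated to 1 decimal, each gene being used once. Among the genes called by the likelihood ratio test at a false discovery rate under 0.1, 14 of the 18 values of Table 1 and 21 of the 30 values of Table 2 had such a gene. With the older dispersions, a setting chosen after seeing the values, 18 of 18 and 26 of 30 did. That setting called 18 genes at the end of Period 1, so each of them had a listed value, and 28 in RES animals over time. How many values unrelated genes would match was not computed, so these numbers do not show gene by gene that the genes are the same. Table 1 lists 18 of the paper's 24 DEGs, and Table 2 lists 30 of its 31. The paper's methods state a false discovery rate under 0.1%. At that threshold the older dispersions called 2 genes at the end of Period 1 and 6 in RES animals over time. Most listed values therefore had no called gene at the stated threshold in that setting, while most were matched under 0.1.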

Other observations

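The tests on splits of the animals and on single libraries in this part were chosen after the results were seen. For each comparison the real grouping was set beside 99 others drawn from those that also part every pair of same-numbered animals, 100 in all. The others differ only in which animal of some pairs carries which label.

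RES Period 2 against RES Period 1 stood apart from other groupings in calls past a threshold. At a false discovery rate under 0.1, only 1 of the 100 splits, the real one, gave as many as the 24 genes of the likelihood ratio test, and the highest count of the others was 9. With limma only 1 of 100, the real one, gave as many as its 6 genes, and the highest of the others was 1. With 1, 2 and 3 principal components as covariates, limma called 4, 22 and 38 genes at 0.05, and in each case 1 of 100 splits gave as many. By the number of genes at an unadjusted p-value under 0.05, which was 762, it did not stand apart, as 16 of 100 splits gave as many. Of the 24 genes, 13 stayed under 0.1 in every fit that left out 1 animal, so single libraries do not account for most of the list. The library-name digit as a covariate gave 20 genes in the likelihood ratio test in place of 24, but limma's count fell from 6 to 1 at 0.1 and from 2 to 0 at 0.05, with 663 genes at an unadjusted p-value under 0.05. The replicate block moved the tests in opposite directions, to 3 genes at 0.1 with limma and 72 in the likelihood ratio test, with 1148 genes at an unadjusted p-value under 0.05 in limma in place of 762. What the library-name digit stands for is not stated. Each of the 4 digits occurs in each of the 4 groups, so a batch that the digit records does not coincide with the period. A batch that it does not record was not tested. Whether such a batch would also act on ADLIB animals is not known. In ADLIB animals the likelihood ratio test called 0 genes over time, but up to 41 without 1 animal, so their count does not decide the question. A response to re-alimentation is a candidate explanation for part of this list. The interaction test, which asks whether the change over time differs between the diets, called 19 genes at 0.1 in the likelihood ratio test, a count that 4 of 100 splits reached, but 1 with the replicate block, and limma called 0, with 877 genes at an unadjusted p-value under 0.05.

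For RES against ADLIB in Period 1, 9 of 100 splits gave as many as the 15 genes of the likelihood ratio test and 39 gave as many as the 494 genes at an unadjusted p-value under 0.05, and 9 of the 15 genes stayed under 0.1 whichever animal was left out. It did stand apart with principal components as covariates, though on few genes. With 2 components limma called 2 genes at 0.05, which 1 of 100 splits reached, and with 3 components it called 3, which 2 of 100 reached. With 1 component it called 0, and all 100 splits reach that. At the end of Period 2, 67 of 100 splits gave as many as the 1 gene, and 56 gave as many as the 280 genes at an unadjusted p-value under 0.05. For ADLIB animals over time, 39 of 100 splits gave as many as the 692 genes at an unadjusted p-value under 0.05. The likelihood ratio count there was 0, which all 100 splits reach, so that test could not have come out otherwise. The same holds for limma's counts of 0 at 0.1 in every comparison but RES over time, and for its counts of 0 at 0.05 with principal components at the end of Period 2 and in ADLIB animals over time. For the interaction, limma with 3 components called 1 gene at 0.05, which 6 of 100 splits reached, and 0 genes with 1 or 2. Some other groupings gave up to 2661 genes in the likelihood ratio test at the end of Period 1 and up to 1997 in ADLIB animals over time, so the largest differences among these animals did not follow diet or period.

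The first 3 principal components of log2(CPM + 1) over the 40 libraries held 33.6%, 21.5% and 6.4% of the variance. None of the 3 differed between the 4 groups (permutation p = 0.50, 0.64 and 0.90, 100000 permutations) or between the 4 library-name digits (permutation p = 0.66, 0.66 and 0.33). The source of the first 2 components was not tested.

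Across 13509 genes, the changes of RES against ADLIB at the end of Period 1 and of RES Period 2 against RES Period 1 were opposed, with a correlation of -0.78 across genes, which are not independent replicates. Both use the RES Period 1 libraries, which by itself makes such a correlation negative. When the RES Period 1 libraries were divided into 2 separate sets of 5, 1 for each comparison, over 100 random divisions, the median correlation was -0.32, from -0.62 to 0.13. The division also left fewer RES Period 1 libraries in each comparison, which adds noise, and no shared set of 5 was run beside it. How much of the opposition comes from sharing libraries can therefore not be told. Nor can the data tell how much reflects a recovery of expression.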
